A study of Mus musculus with 19 samples. Its data were reported in "KLF family members control expression of genes required for tissue macrophage identities" (2025).

How the data were processed

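RNA was measured by SMART-seq2, a full-length cDNA method without molecular identifiers and without strand information, in 19 libraries of mouse macrophages from 3 experiments. According to the submitters' methods, paired reads were assigned to Ensembl transcripts of the GRCm38 genome with kallisto 0.43.0. The deposited tables give 1 expected count per transcript (an estimated read count, often fractional and not scaled for depth), which the authors then analysed with DESeq2 after a sum per gene. The other column used here, the effective transcript length in bases, is deposited in the same tables and was used to correct for transcript length. Each library has its own table, and no libraries were pooled.

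For the values given here, expected counts were summed per gene through the GENCODE vM21 annotation of GRCm38, and the sums were rounded to whole counts. Between 0.485% and 1.483% of the counts of a library fell on transcripts that the annotation lacked, and these were left out. The day 0 tables, the alveolar tables and all other tables were made against different transcript lists. As a result, 291 of 35909 genes had other transcripts listed on day 0 than on day 7. Total counts lay between 12973825 and 42818754 per library, and between 11134 and 12792 genes had at least 10 counts. Group means are CPM, which are counts scaled to the effective library size, here also corrected for transcript length, with the SD between libraries. Fold changes against a group with no counts were computed against a floor of 3 counts over the whole group, and are given as lower bounds. Reads of libraries without molecular identifiers are not independent molecules, so these floors cover counting error only. Reads shared by close paralogs, and transcripts that overlap on opposite strands, could not be separated fully.

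Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3: the transfer experiment with 9 libraries in 4 groups, the transduction experiment with 6 libraries in 3 groups and the alveolar experiment with 4 libraries in 2 groups. Genes passing filterByExpr were kept (13648, 12561 and 11827 genes), TMM factors and length offsets were applied, and contrasts were tested two-sided with the quasi-likelihood F-test. Common biological coefficients of variation were 0.450, 0.433 and 0.444. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.1 and an absolute log2 fold change of at least 1. Adjusted p-values of genes are from edgeR unless DESeq2 is named. They measure the spread between these libraries, since the labels do not say whether each library came from a separate animal. This spread was pooled over the groups of an experiment. In the transfer experiment, replicates differed by a median of 0.107 and 0.132 on day 0 and 0.228 to 0.524 on day 7 (absolute log2). The pooled spread can therefore be too wide for day 0 and too narrow for day 7.

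A set of 39 gene lists was written before the data were examined, as were the groups, the comparisons, the tests, the rule for naming genes and most of the other settings tried. Most lists are textbook markers of cell types and pathways. A few short lists hold genes that the study names in its text for large cavity macrophages (LCM), small cavity macrophages (SCM) or alveolar macrophages (AM). The study chose these on the libraries analysed here or on the same kinds of cells, so counts over them are not independent evidence. A few members are counted in their lists but not reported by name here. A pair of longer signature lists holds the symbols that the study gave as higher in sorted LCMs or in sorted SCMs, which are other cells than those analysed here. They hold 723 and 468 symbols, more than the gene sets the study tested. Lists were tested against all other genes with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison and passed at 0.05. Camera with an estimated correlation and the fry rotation test were run beside it. Fry tests whether the members of a list move, on balance, in 1 direction. It does not compare them with other genes. Overlaps between called genes were tested with Fisher's exact test, two-sided.

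Genes were named by rule: Klf2, Klf4 and Gata6 in every comparison, the 8 called genes with the largest rise and the 8 with the largest fall (groups fully separated, mean of at least 10 CPM, no predicted genes), up to 4 members with the smallest p of each list that passed or bore on the comparison, and genes the study names for it. Genes outside this rule are marked as chosen after their values were seen.

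Other settings tried were the Wald test of DESeq2 1.42.0, median-ratio (RLE) factors, no filter beyond 1 count, a filter of at least 50 counts, no length offset, a fit of the compared groups alone, all 19 libraries in 1 fit, the replicate number as a block, leaving out each library in turn, and an adjusted p of 0.05 without a minimum fold. A setting without the KLF2 KO day 7 replicate 1 and KLF2 WT day 7 replicate 2 libraries, and another with only the genes listed alike on day 0 and day 7, were chosen after seeing the data. The procedure was tested on simulated data with 200 changed genes, in which each of the 9 comparisons found between 46.0% and 86.0% of genes changed by 3 on the log2 scale and between 0.0% and 45.5% of those changed by 1.5. Chromatin data, imaging and flow cytometry of the study were not analysed here.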

Results

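RNA was sequenced in 19 SMART-seq2 libraries of mouse macrophages from 3 experiments. In the transfer experiment, bone marrow-derived macrophages (BMMs) were labelled KLF2 WT or KLF2 KO. They were taken after culture (day 0, 2 libraries per label) or on day 7 after injection into the peritoneal cavity (3 WT and 2 KO libraries). The study's methods give the day 7 sort as live single CD45+ cells, and its results describe the sorted cells as the transferred BMMs. In the transduction experiment, BMMs carried an empty vector (EV), a KLF2 vector (KLF2 OE) or a GATA6 vector (GATA6 OE), with 2 libraries each. In the alveolar experiment, alveolar macrophages (AMs) were labelled KLF4 WT or KLF4 KO, with 2 libraries each. The KO labels stand for floxed alleles crossed to a Cre inserted at the LysM locus, the gene Lyz2.

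Total counts of the day 0 libraries were 21853215 and 20503713 for WT and 16309206 and 13012779 for KO. On day 7 they were 21574285, 17941949 and 18347777 for WT and 12973825 and 17387461 for KO. The transduction libraries held 29922286 and 31103957 counts for EV, 32005629 and 42818754 for KLF2 OE, and 29358683 and 36420342 for GATA6 OE. The alveolar libraries held 17924739 and 16478220 counts for WT and 20287986 and 16837614 for KO. A pair of day 7 libraries stood apart. WT replicate 2 had 4.003% of its mapped counts on mitochondrial genes, against 0.619% and 0.748% in the other WT libraries, and KO replicate 1 had 11134 genes with at least 10 counts, the lowest number among all 19.

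Whether the targeted genes followed the labels was examined first. Klf2 (ENSMUSG00000055148.7, chromosome 8, 72319033 to 72321656, plus strand, GRCm38) measured 34.3 and 28.0 CPM in the WT and 19.0 and 21.2 CPM in the KO libraries on day 0, a log2 difference of -0.63 ± 0.24 (SE) that was not called (adjusted p = 1). On day 7, Klf2 measured 902, 950 and 963 CPM in the WT and 1300 and 862 CPM in the KO libraries (0.20 ± 0.22, adjusted p = 0.662). The transcript was not called lower in the libraries labelled KLF2 KO, also without KO replicate 1 (-0.12, adjusted p = 0.892). Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466, minus strand) measured 57.8 and 61.7 CPM in WT AMs and 61.3 and 65.9 CPM in the AMs labelled KLF4 KO (0.09 ± 0.26, adjusted p = 0.934). Lyz2 (ENSMUSG00000069516.8, chromosome 10, 117277331 to 117282321, minus strand), the locus of the Cre and a gene chosen after its values were seen, was lower in the libraries with a KO label. It measured 3033 ± 11.6 against 8003 ± 170 CPM on day 0, 13929 ± 205 against 39141 ± 7114 CPM on day 7 and 25392 ± 5562 against 55650 ± 2056 CPM in AMs. Gata6 (ENSMUSG00000005836.10, chromosome 18, 11052064 to 11085635, plus strand) had no counts on day 0, in EV or in AMs. Because no targeted transcript was called lower under its KO label, KO and WT below mean the labels of the libraries.

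**Figure D1:**
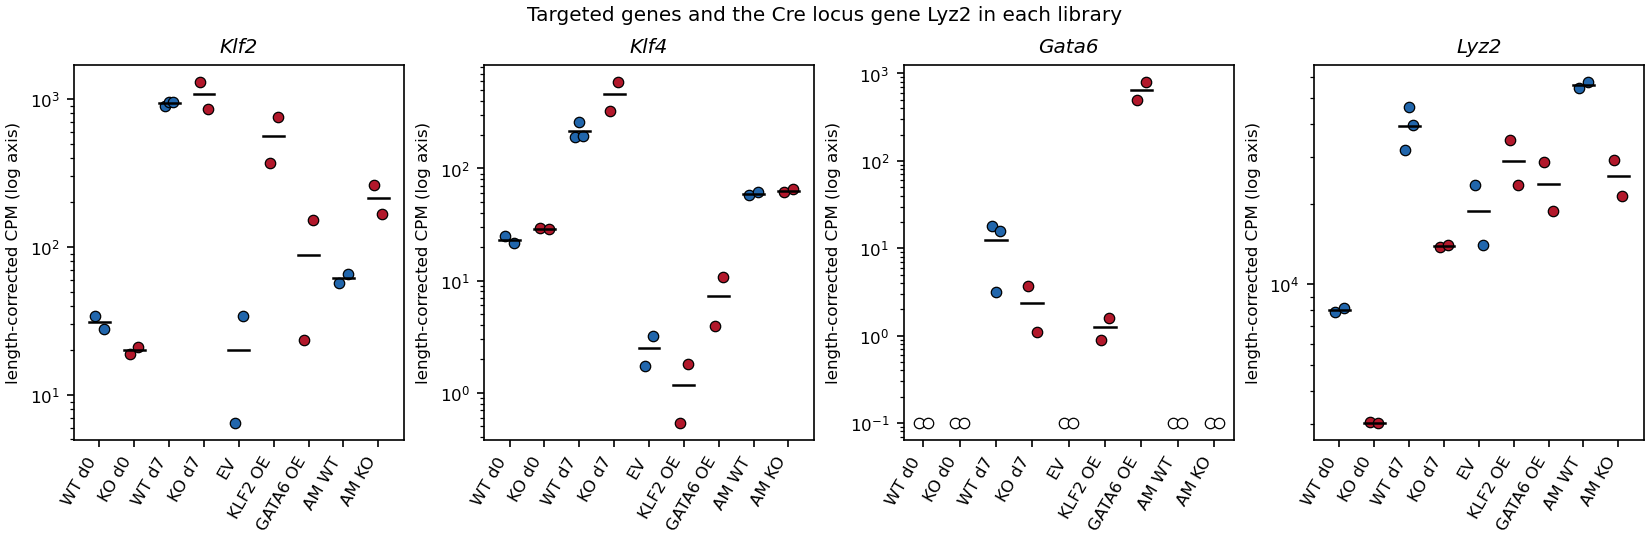
Length-corrected CPM (log axis) of Klf2, Klf4, Gata6 and Lyz2 in each of the 19 libraries by group; hollow points drawn at 0.1 had 0 counts, and bars are group means where all libraries had counts. Klf2 lies at 902 to 963 CPM in the WT and at 862 and 1300 CPM in the KO libraries of day 7, and Lyz2 lies lower in each KO group.

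Cultured BMMs before transfer were compared to ask whether the KO label changed macrophages outside the peritoneum. No gene was called by edgeR in the fit of all 4 groups, which share 1 estimate of the spread, with 75 of 13648 genes at an unadjusted p under 0.05. A fit of the day 0 groups alone called 7 genes, 4 higher and 3 lower (1553 at an unadjusted p under 0.05), among them Lyz2 (adjusted p = 1.16e-05) and, chosen after its values were seen, Cbr2 (-1.00, adjusted p = 0.0957). DESeq2 called 3 (108 at an unadjusted p under 0.05). These 3 genes, chosen after their values were seen, were Lyz2 (-1.39 ± 0.25, adjusted p = 1.18e-04) and the predicted genes Gm4617 (24.5 ± 2.23 against 4.79 ± 0.0521 CPM, 2.37 ± 0.33, adjusted p = 1.08e-08) and Gm49325 (1.96 ± 0.433 CPM against no counts, adjusted p = 0.0122). Genes of MHC class II were low and alike under both labels, as in Cd74 (27.7 ± 1.06 CPM in KO and 32.6 ± 5.70 CPM in WT, n = 2 each). The LCM and SCM signatures of the study did not differ either (medians -0.03 and 0.05, adjusted p = 0.629 and 0.264). Of 38 lists, 4 passed camera and none of them kept its call with an estimated correlation. Interferon-stimulated genes (27 genes) had a median of 0.22 (adjusted p = 0.00773, adjusted p = 0.327 with an estimated correlation), and their call was lost without KO replicate 1 (0.0596) or WT replicate 2 (0.0750). Genes of oxidative phosphorylation (28 genes) had a median of -0.19 (adjusted p = 8.02e-04, adjusted p = 0.669 with an estimated correlation), lost without WT replicate 2 (0.0738). The lists of transitional cavity macrophages (median -0.24) and mesothelial cells and fibroblasts (median 1.62, 4 genes near the detection limit) stood at adjusted p = 0.00773 each and adjusted p = 0.327 with an estimated correlation. The former was lost without WT replicate 1 (0.0653) or KO replicate 1 (0.0512), the latter without WT replicate 1 (0.190) or KO replicate 1 (0.0922). In the fit of all 4 groups, no list member was called over all genes, and Lyz2 alone was called when adjusted over a list alone (macrophage core genes).

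On day 7 in the peritoneum, the comparison asked which genes of cavity macrophages differed under the KLF2 KO label. BMMs labelled KO expressed more of the genes that mark SCMs, the monocyte-derived macrophages of the cavity. Mgl2 rose from 22.2 ± 11.8 to 2112 ± 1217 CPM (log2 fold change 6.57 ± 0.61, adjusted p = 0.00512) and Fcrls from 114 ± 28.5 to 1819 ± 867 CPM (4.00 ± 0.33, adjusted p = 0.00512), with n = 2 KO and 3 WT libraries. Folr2, of the transitional cavity macrophage list, rose from 570 ± 78.7 to 2263 ± 794 CPM (1.99 ± 0.25, adjusted p = 0.0143). Of 9 MHC class II genes 7 were called higher, although the list lost its call with an estimated correlation (adjusted p = 0.0682). Cd74 rose from 1430 ± 280 to 17982 ± 14839 CPM (3.65 ± 0.49), H2-Eb1 by 4.04 ± 0.54, H2-Ab1 by 3.73 ± 0.55, H2-Aa by 3.75 ± 0.62, and the transactivator Ciita from 18.4 ± 4.06 to 183 ± 104 CPM (3.31 ± 0.40, adjusted p = 0.0143). Of 26 textbook genes of LCMs, the resident macrophages of the cavity, 10 were called lower, and this list too lost its call with an estimated correlation (adjusted p = 0.0682). Icam2 (CD102) measured 50.8 ± 23.3 against 419 ± 38.6 CPM (-3.04 ± 0.32, adjusted p = 0.00695), Cebpb 403 ± 25.4 against 922 ± 33.8 CPM (-1.20 ± 0.17, adjusted p = 0.0211) and Timd4 7.02 ± 3.58 against 57.5 ± 21.5 CPM (-3.03 ± 0.55, adjusted p = 0.0673). Bhlhe40 (-1.59 ± 0.38) and Mertk (-1.38 ± 0.27) were called as well, whereas Gata6 (2.37 ± 1.80 against 12.4 ± 8.13 CPM, -2.46 ± 1.00, adjusted p = 0.300), Alox15 (-4.45 ± 1.28, adjusted p = 0.148) and Cxcl13 (-5.82 ± 1.43, adjusted p = 0.109) were not. Counts of Gata6 were 427, 87 and 332 in the WT and 16 and 19 in the KO libraries. After length correction, KO replicate 1 (3.65 CPM) lay above WT replicate 2 (3.12 CPM), both libraries that stood apart. Gata6 reads of KO replicate 1 were assigned to a transcript of 852 bases, and none to that of 3234 bases. Klf4 was higher under the KO label (458 ± 184 against 215 ± 38.5 CPM, 1.09 ± 0.27, adjusted p = 0.0978). In all, 427 genes were called, 278 higher and 149 lower under the KO label. This count was 129 without WT replicate 1, 138 without WT replicate 3, 160 without KO replicate 1 and 15 with the compared groups alone, with most genes higher in each. The balance turned without KO replicate 2 (980 higher and 3001 lower of 3981) and was even with DESeq2 (559 and 566). Without WT replicate 1 or WT replicate 3, calls were lost for H2-Aa (adjusted p = 0.135 and 0.129), H2-Ab1 (0.109 and 0.104) and Klf4 (0.226 and 0.244). Without WT replicate 1, WT replicate 3 or KO replicate 1, they were lost for Timd4 (0.183, 0.191 and 0.197), Bhlhe40 (0.207, 0.210 and 0.344) and Mertk (0.118, 0.136 and 0.130). The other genes named here as called kept their calls whichever library was left out, and Klf4 fell under the minimum fold without KO replicate 2. Klf4 also lost its call with all 19 libraries in 1 fit and with the compared groups alone.

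The largest named rises under the KO label on day 7 were in Mgl2, Aqp1 (6.37 ± 1.51), Slco2b1 (6.02 ± 0.90), Gabbr1 (5.08 ± 1.14), Rem1 (4.88 ± 0.95), Adam19 (4.81 ± 0.60), Tlr9 (4.75 ± 0.83) and Plekhg5 (4.57 ± 0.87). Mgl2 was given above with the SCM markers. Tlr9, and Itgax below, are SCM genes that the study names, and Socs3 and Tgfb2 below are LCM genes it names. The largest named falls were in the acute-phase gene Saa3 (-6.74 ± 1.68), the scavenger receptor Marco (7.98 ± 11.3 against 498 ± 180 CPM, -5.93 ± 1.39), Prtn3 (-5.47 ± 1.19), the protease inhibitor Slpi (-5.28 ± 0.95), the lubricin gene Prg4 (94.8 ± 90.6 against 2129 ± 1275 CPM, -4.49 ± 0.99), Gngt2 (-4.07 ± 0.70), Mcemp1 (-3.94 ± 0.58) and the integrin gene Itga6 (-3.80 ± 0.68). Saa3 was spread widely over the WT libraries (17777 ± 26743 CPM), with 48657 CPM in replicate 2, the library rich in mitochondrial counts. Arginase 1 (Arg1, -3.29 ± 0.60), coagulation factor F10 (-2.51 ± 0.37), Itgb7 (-1.72 ± 0.28), Socs3 (-2.90 ± 0.65) and Tgfb2 (-3.44 ± 0.67) were lower too, while Itgax (CD11c) rose from 6.26 ± 3.72 to 50.6 ± 27.0 CPM (3.01 ± 0.55). Rarb, Rarg, Rxra, Lyve1 and Pdlim2, which the study names as well, lay within 0.47 of 0 on the log2 scale and were not called. With any library left out, Mgl2, Slco2b1, Adam19 and Mcemp1 kept their calls. The other 18 genes named here as called lost theirs without WT replicate 1, WT replicate 3 or KO replicate 1, at adjusted p-values of up to 0.371 (Saa3 without KO replicate 1). Gabbr1, Rem1 and Marco also lost theirs without WT replicate 2 (0.115, 0.129 and 0.101), and Aqp1 without KO replicate 2 (0.170).

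Gene lists gave the same comparison at the level of programs. Of the 26 textbook LCM genes, 10 fell and none rose (21 and 0 adjusted over the list alone), with a median of -3.03 (adjusted p = 2.31e-18, adjusted p = 0.0682 with an estimated correlation). Of 15 textbook SCM genes, 6 rose (9 adjusted over the list alone; median 2.31, adjusted p = 7.89e-14, and 0.0200 with an estimated correlation), and of 9 MHC class II genes 7 rose (9 adjusted over the list alone; median 3.31, adjusted p = 6.18e-20, adjusted p = 0.0682 with an estimated correlation). The SCM signature of the study (377 genes) had 71 genes higher and 0 lower (118 and 2 adjusted over the list alone), a median of 0.83 (0.84 with genes at a count of 0 set to their bound) and adjusted p = 7.34e-24, which held with an estimated correlation (6.99e-04). The LCM signature (646 genes) had 12 higher and 61 lower (22 and 117 adjusted over the list alone) and a median of -0.61 (adjusted p = 5.30e-07, adjusted p = 0.113 with an estimated correlation). The LCM genes that the study names (18 genes, 7 lower, 11 adjusted over the list alone, median -2.03, adjusted p = 1.80e-08) and the SCM genes it names (7 genes, 6 higher, 7 adjusted over the list alone, median 3.73, adjusted p = 8.01e-17) held with an estimated correlation (0.0459 and 0.0452). They were chosen by the study on these cells and are not independent evidence. The AM genes it names (5 genes, 1 higher, 3 adjusted over the list alone, median 1.03) stood at adjusted p = 5.51e-04 (adjusted p = 0.0679 with an estimated correlation). These list calls were kept whichever single library was left out. Of 38 lists on day 7, 16 passed camera, 5 passed with an estimated correlation and 14 passed fry. The LCM and SCM signatures passed fry (adjusted p = 0.01 and 2.63e-05).

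Of 27 interferon-stimulated genes, 5 were called higher under the KO label on day 7, and the list lost its call with an estimated correlation (adjusted p = 0.0679). Ifit3 rose from 2.53 ± 1.10 to 28.3 ± 20.7 CPM (3.48 ± 0.61, adjusted p = 0.0403), Oasl1 by 3.40 ± 0.63, Isg15 by 2.48 ± 0.47 and Oasl2 by 1.80 ± 0.35. With 9 higher adjusted over the list alone, the list had a median of 0.96 (adjusted p = 2.30e-07 at the preset correlation). Without WT replicate 1 or 3 or KO replicate 1, the genes Ifit3 (0.138, 0.107 and 0.159), Oasl1 (0.154, 0.145 and 0.194), Isg15 (0.137, 0.167 and 0.159) and Oasl2 (0.156, 0.109 and 0.225) were not called, while the list kept its call. Adhesion molecules and integrins (26 genes) were lower, with 4 genes lower and 2 higher (10 and 2 adjusted over the list alone) and a median of -0.83 (adjusted p = 2.13e-04, adjusted p = 0.200 with an estimated correlation, and 0.0600 without KO replicate 2). Transitional cavity macrophage genes, among them Folr2 and Retnla (3.41 ± 0.71, not called without WT replicate 1 or 3 or KO replicate 1 at 0.168, 0.154 and 0.222), had a median of 1.00 (8 genes, adjusted p = 1.93e-06, and 0.0452 with an estimated correlation). The M2 polarization list (14 genes, 4 higher and 1 lower, median 0.65, adjusted p = 1.95e-04) lost its call with an estimated correlation (adjusted p = 0.203). Mitochondrially encoded genes (13 genes, none called, 10 lower adjusted over the list alone) had a median of -2.31 (adjusted p = 2.13e-04, adjusted p = 0.495 with an estimated correlation). Their median was -0.93 without WT replicate 2 (adjusted p = 0.00704), -1.68 without KO replicate 1 (0.00759) and -0.31 without both (0.151).

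**Figure D2:**
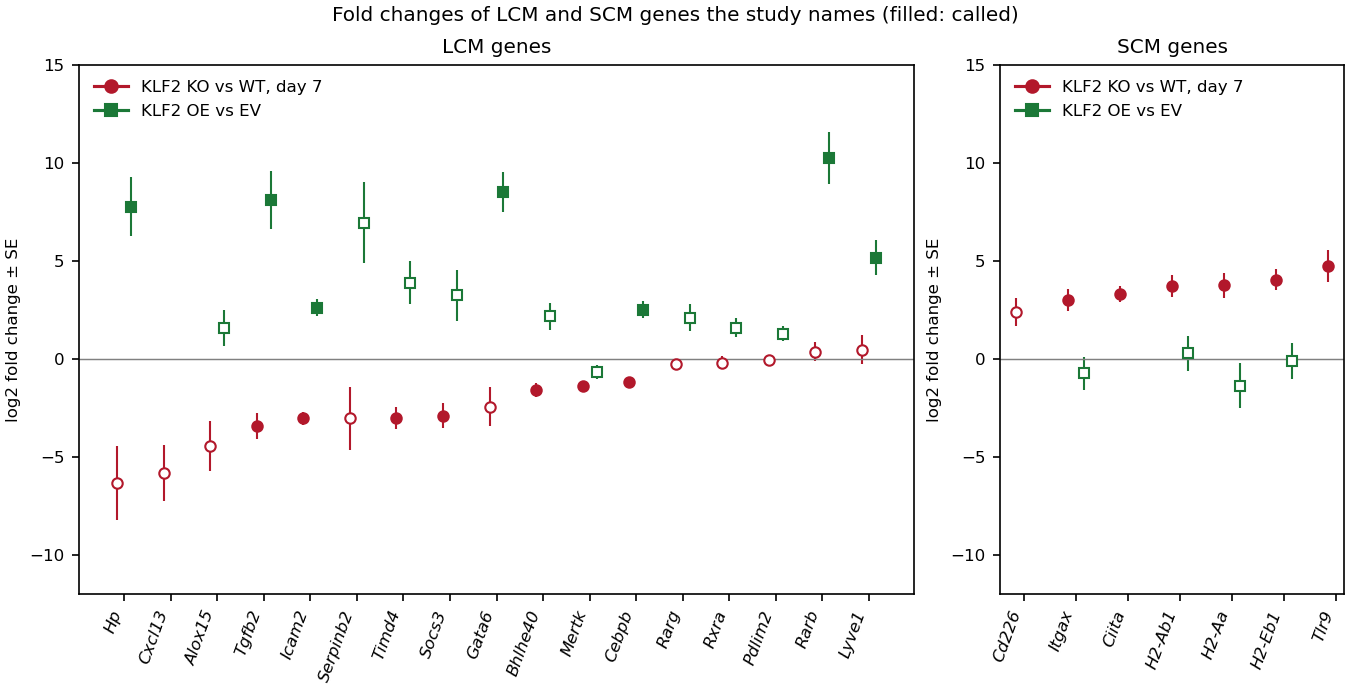
Log2 fold changes (± SE) of LCM and SCM genes that the study names, in BMMs labelled KLF2 KO against WT on day 7 (n = 2 and 3) and in KLF2 OE against EV (n = 2 each); filled points were called, and Cxcl13, Cd226, Ciita and Tlr9 were not tested in the transduced cells. Icam2 stands at -3.04 and 2.62 and Cebpb at -1.20 and 2.51 in the 2 comparisons.

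Whether the change from day 0 to day 7 differed between the labels was tested as an interaction. Mgl2 had the largest estimate (6.46 ± 0.85), and Tpbgl (4.93 ± 0.60), Prune2 (4.07 ± 0.48), Fcrls (3.87 ± 0.48), Cbr2 (3.45 ± 0.45), Gsn (2.76 ± 0.36), Galnt6 (2.72 ± 0.36) and Lyz1 (2.67 ± 0.34) changed more upwards under the KO label, each at adjusted p = 0.0694. So did Gas6 (2.48 ± 0.32), Rab3il1 (2.26 ± 0.27) and Lgals1 (2.31 ± 0.31, adjusted p = 0.0778), which were chosen after their values were seen. Abi3 changed the other way (-3.76 ± 0.53, adjusted p = 0.0852). Lyz1 and Lyz2 are close paralogs, so the split of reads between them is uncertain. In total 12 genes were called, 11 higher and 1 lower, with 1044 at an unadjusted p under 0.05, and DESeq2 called 283 (161 higher and 122 lower). The edgeR count fell to 0 without WT day 0 replicate 1 or 2, without KO day 0 replicate 1 or 2, and without WT day 7 replicate 1 or 3, with 492 to 968 genes at an unadjusted p under 0.05. It was 46 without WT day 7 replicate 2 and 3098 without KO day 7 replicate 2, where the balance turned (684 higher and 2414 lower). Icam2 (-2.80, adjusted p = 0.122), Cebpb (-1.21, adjusted p = 0.217) and Cd74 (3.89, adjusted p = 0.213) did not pass alone. As groups, the SCM signature (3 higher, 50 adjusted over the list alone, median 0.68, adjusted p = 9.97e-16) and textbook SCM genes (2 higher, 6 adjusted over the list alone, median 2.40, adjusted p = 4.47e-10) held with an estimated correlation (6.80e-04 and 0.0455). Textbook LCM genes (median -3.04, adjusted p = 8.99e-12) and MHC class II genes (median 2.97, adjusted p = 1.35e-18) passed, with adjusted p = 0.192 and 0.105 with an estimated correlation.

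The change from culture to day 7 in the cavity was described within each label. The day 0 and day 7 tables were made against different transcript lists and the days were not randomised, so day and table cannot be separated. With only genes listed alike, 2178 of 2210 calls were left under the WT label and 2337 of 2380 under the KO label. Klf2 rose under both, from 31.1 ± 4.5 to 938 ± 32.4 CPM in WT (4.91 ± 0.28, adjusted p = 6.56e-05) and from 20.1 ± 1.6 to 1081 ± 310 CPM in KO (5.75 ± 0.29, adjusted p = 7.97e-05). Klf4 rose by 3.21 ± 0.31 and 3.98 ± 0.34. Gata6, without counts on day 0, was at least 191-fold higher on day 7 in WT and at least 25.5-fold higher in KO, and the latter call was lost without KO day 0 replicate 1 (0.156) or 2 (0.139) and with the compared groups alone (0.120). In WT, Icam2 rose from 9.85 ± 0.824 to 419 ± 38.6 CPM (5.41 ± 0.36), Cebpb from 92.4 ± 3.17 to 922 ± 33.8 CPM (3.32 ± 0.19) and Prg4 by 13.69 ± 1.56. There Fn1 rose from 16.6 ± 7.79 to 27588 ± 17216 CPM (10.70 ± 0.93), and Timd4 was at least 884-fold higher. In KO, Retnla rose by 17.49 ± 1.47 to 30814 ± 16468 CPM, Lyve1 by 13.06 ± 1.46, H2-Eb1 by 10.03 ± 0.84, Cd74 by 9.34 ± 0.74 and Folr2 by 6.20 ± 0.35. Other genes fell under both labels. Gpnmb fell by 8.63 and 10.39 and Spp1 by 8.96 and 9.65 on the log2 scale in WT and KO. Pcp4l1 changed by -11.13 in WT and was at least 874-fold lower in KO, and Gpr162 was at least 458-fold and 382-fold lower. Rarb, without counts on day 0, was at least 127-fold higher in WT and 114-fold in KO, and Aldh1a2 at least 185-fold higher in WT.

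In WT 2210 genes were called (1080 higher and 1130 lower on day 7), with 1088 without day 0 replicate 1 and 1033 without day 0 replicate 2. In KO 2380 were called (1187 higher and 1193 lower), with 863 and 911 without day 0 replicates 1 and 2 and 5435 (1816 higher and 3619 lower) without day 7 replicate 2. LCM genes that the study names rose in WT (18 of 18 genes, 18 adjusted over the list alone, median 6.51, adjusted p = 1.49e-24, and 0.0227 with an estimated correlation). They also rose in KO (14 of 18, 14 adjusted over the list alone, median 2.99, adjusted p = 6.85e-14, and 0.0194 with an estimated correlation). They were picked by the study and are not independent evidence. Textbook LCM genes had 21 of 26 higher in WT (21 adjusted over the list alone, median 7.00, adjusted p = 9.47e-20, adjusted p = 0.0656 with an estimated correlation). In KO 16 were higher (17 adjusted over the list alone, median 4.10, adjusted p = 3.08e-08, adjusted p = 0.162 with an estimated correlation). MHC class II genes had 8 of 9 higher in WT (8 adjusted over the list alone, median 4.54, adjusted p = 1.49e-10, adjusted p = 0.116 with an estimated correlation). In KO all 9 were higher (9 adjusted over the list alone, median 7.07, adjusted p = 2.65e-21, and 0.0425 with an estimated correlation). The SCM signature rose in KO (123 higher and 38 lower, 143 and 52 adjusted over the list alone, median 0.75, adjusted p = 1.24e-06, and 0.0192 with an estimated correlation). It did not pass in WT (77 and 70, median 0.08 while the test pointed down, adjusted p = 0.964). The LCM signature passed in WT (156 and 66, 173 and 79 adjusted over the list alone, median 0.38, adjusted p = 0.00166, adjusted p = 0.248 with an estimated correlation). In KO it did not pass (109 and 93, median -0.00, mean 0.19, adjusted p = 0.437). Interferon-stimulated genes rose in WT (15 of 27, 18 adjusted over the list alone, median 1.66, adjusted p = 6.85e-08, and 0.0397 with an estimated correlation) and in KO (17, 20 adjusted over the list alone, median 2.47, adjusted p = 3.10e-13, and 0.0194 with an estimated correlation). Complement and efferocytosis genes (14 and 12 of 24 higher, 14 and 12 adjusted over the list alone, 5 lower in each) had adjusted p = 2.00e-05 and 3.63e-06, and 0.0397 and 0.0194 with an estimated correlation. C1qa rose with them, reaching 4400 ± 740 CPM in WT and 5541 ± 1449 CPM in KO. Sterol synthesis fell, with 19 of 21 genes lower in WT (21 adjusted over the list alone, median -2.24, adjusted p = 4.41e-18, adjusted p = 0.0656 with an estimated correlation). In KO 15 were lower (18 adjusted over the list alone, median -1.62, adjusted p = 5.96e-09, adjusted p = 0.176 with an estimated correlation). Cell cycle genes fell too (medians -2.41 and -2.81, 8 and 9 of 32 called, 23 and 18 adjusted over the list alone), without holding at an estimated correlation (adjusted p = 0.335 and 0.376 with an estimated correlation). Of 38 lists, 23 passed camera in WT and 25 in KO. With an estimated correlation 5 and 12 passed, and with fry 31 and 29.

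KLF2 was put into BMMs by retrovirus to ask whether it raises LCM genes in culture. Klf2 itself measured 371 and 758 CPM in the KLF2 OE libraries, 6.45 and 33.9 CPM in EV and 23.7 and 153 CPM in GATA6 OE. Its rise over EV (4.8 ± 1.12) was not called (adjusted p = 0.166), while DESeq2 called it at 4.82 (adjusted p = 6.74e-06). Without KLF2 OE replicate 1 the rise was 5.23. The replicate number as a block, a pairing that the labels do not state, also called it at 5.23 (adjusted p = 0.00216). The study describes independent transductions without stating which libraries came from the same one. Deviations of libraries with equal numbers were correlated between the transduced groups (0.241, 0.306 and 0.710). The spread of the unpaired fit can therefore be too wide here. Fn1 rose from 2.26 ± 0.785 to 374 ± 3.00 CPM (7.37 ± 0.90, adjusted p = 0.0250) and Cd5l from 205 ± 33.3 to 4333 ± 430 CPM (4.40 ± 0.37, adjusted p = 0.0147). Cebpb rose from 156 ± 20.6 to 894 ± 414 CPM (2.51 ± 0.45, adjusted p = 0.0718) and Icam2 from 9.88 ± 0.412 to 60.7 ± 26.0 CPM (2.62 ± 0.42, adjusted p = 0.0496), with n = 2 each. Gata6, without counts in EV, reached 1.25 ± 0.500 CPM (at least 26.4-fold higher, adjusted p = 0.0345), and Rarb reached 4.5 ± 2.28 CPM (at least 94.8-fold higher, adjusted p = 0.0419). Nnmt was at least 1244-fold higher, and Ttc9 (9.86 ± 1.15), Fam20a (9.40 ± 1.09), Fgr (8.02 ± 0.73), Arg1 (7.88 ± 1.57), Saa3 (7.41 ± 1.23) and Cd300lg (7.30 ± 0.71) followed. Lyve1 (5.16 ± 0.90), Hp (7.78 ± 1.52) and Tgfb2 (at least 20.4-fold) were called at low levels, and Itgb7 rose from 3.86 ± 2.15 to 406 ± 165 CPM (6.71 ± 0.77). Timd4 (3.89 ± 1.08, adjusted p = 0.262), Bhlhe40 (2.17 ± 0.68, adjusted p = 0.331), Pdlim2 (1.28 ± 0.38, adjusted p = 0.305), Socs3 (3.24 ± 1.29, adjusted p = 0.495) and Serpinb2 (at least 9.49-fold, adjusted p = 0.331) were not called. Genes that fell included Ms4a14 (-3.69 ± 0.69), Ifit2 (-3.50 ± 0.49), Ms4a6b (-3.49 ± 0.65), Ifit3 (-3.46 ± 0.44), Gbp9 (-3.46 ± 0.60), Ifit1 (-3.43 ± 0.39), Ighm (-3.23 ± 0.64) and Pcp4l1 (-3.22 ± 0.36). In all 154 genes were called, 119 higher and 35 lower (505 with the replicate block). The count was 60 without KLF2 OE replicate 2, when Icam2 (0.241), Cebpb (0.263), Hp (0.254), Tgfb2 (0.238) and Saa3 (0.101) lost their calls. Ms4a14 (0.194 and 0.218), Ms4a6b (0.194 and 0.101), Gbp9 (0.193 and 0.165) Ighm (0.223 and 0.180) and Lyve1 (0.108 and 0.153) lost theirs without KLF2 OE replicate 1 or 2. Without EV replicate 1 or 2, edgeR called 0 genes, with 1237 and 630 at an unadjusted p under 0.05, while DESeq2 called 548 with all libraries. Each call given here therefore rested on both EV libraries, as for Fn1 (adjusted p = 0.278 and 0.431) and Cd5l (0.190 and 0.346).

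Among lists, 10 of 26 textbook LCM genes rose with KLF2 OE and none fell (18 and 2 adjusted over the list alone; median 3.55, 3.29 with genes at 0 at their bound, adjusted p = 3.63e-21, adjusted p = 0.219 with an estimated correlation). Of the LCM genes that the study names, which are not independent evidence, 7 of 17 rose (15 adjusted over the list alone, median 2.62, adjusted p = 5.75e-21, adjusted p = 0.255 with an estimated correlation). The retinoic acid pathway (8 genes, 2 higher, 4 adjusted over the list alone, median 1.19, adjusted p = 2.21e-05) included Tgm2 (58.0 ± 20.1 to 413 ± 78.7 CPM, 2.83 ± 0.49) and lost its call with an estimated correlation (adjusted p = 0.595). Interferon-stimulated genes fell (4 of 27, 17 adjusted over the list alone, median -1.57, adjusted p = 3.63e-21, adjusted p = 0.285 with an estimated correlation). Sterol synthesis genes fell as well (4 of 21, 13 adjusted over the list alone, median -1.32, adjusted p = 1.28e-15, adjusted p = 0.399 with an estimated correlation), among them Idi1 (-3.13 ± 0.42) and Hmgcs1 (-2.37 ± 0.39). Without KLF2 OE replicate 2, Tgm2 (0.153), Idi1 (0.119) and Hmgcs1 (0.217) lost their calls, and Hmgcs1 also without replicate 1 (0.194). Adhesion genes rose (4 of 24, 11 and 1 adjusted over the list alone, median 0.95, adjusted p = 2.03e-07, adjusted p = 0.255 with an estimated correlation). The LCM signature (615 genes, 31 higher and 4 lower, 49 and 17 adjusted over the list alone) had a median of 0.13 (adjusted p = 0.0173, adjusted p = 0.399 with an estimated correlation), and the SCM signature (5 higher and 6 lower) did not pass (median 0.05, adjusted p = 0.896). The SCM genes that the study names (4 genes, median -0.43, adjusted p = 0.738) and its AM genes (5 genes, median -0.79 with a mean of 1.79, adjusted p = 0.896) did not pass. In total 13 of 39 lists passed camera, and none of them held with an estimated correlation or fry.

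**Figure D3:**
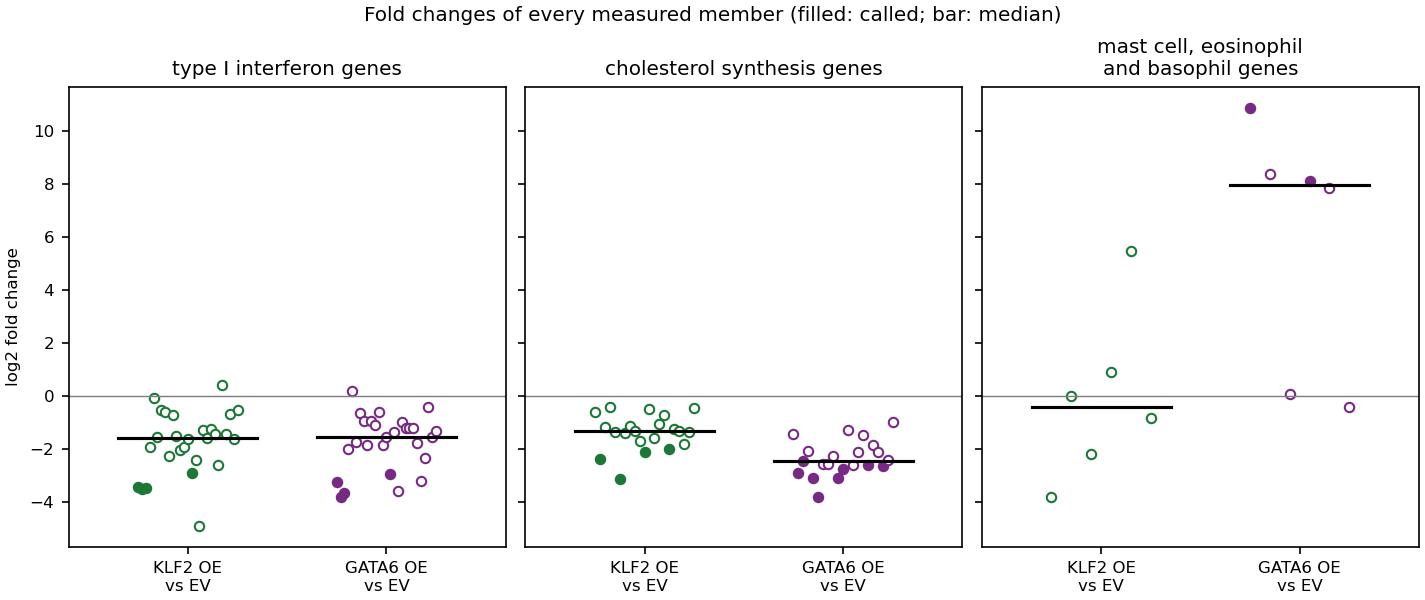
Log2 fold changes of the members of gene lists in KLF2 OE and GATA6 OE against EV (n = 2 each); filled points were called and bars are list medians. Sterol synthesis genes have medians of -1.32 and -2.44, and interferon-stimulated genes of -1.57 and -1.53.

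GATA6 was transduced in the same way, as another factor of LCMs. Gata6 reached 645 ± 209 CPM from no counts in EV (at least 1.36e+04-fold higher, adjusted p = 0.00659). The basement membrane collagens Col4a2 (221 ± 194 against 0.0418 ± 0.0591 CPM, 12.10 ± 1.43, adjusted p = 0.0342) and Col4a1 (11.51 ± 1.27) rose. So did Slpi (10.94 ± 1.68), Pla2g7 from 19.7 ± 4.14 to 698 ± 151 CPM (5.15 ± 0.49, adjusted p = 0.0316), Apoc2 (5.42 ± 0.60) and F5 (5.30 ± 0.68). Some genes of mast cells and basophils were called higher, 2 of the 6 on their list, which lost its call with an estimated correlation (adjusted p = 0.104). Cpa3 reached 96.2 ± 96.7 CPM (10.86 ± 1.27 over EV with a few counts), Hdc 52.4 ± 12.3 CPM (8.12 ± 0.95), Tpsg1 was at least 819-fold higher and Cd200r3 rose by 9.07 ± 0.78. Rarb was at least 28.2-fold higher (adjusted p = 0.0898) and Tgm2 rose by 2.86 ± 0.49. Icam2 (0.41 ± 0.40, adjusted p = 0.993), Cebpb (1.01 ± 0.43, adjusted p = 0.749) and Alox15 (4.38 ± 0.95, adjusted p = 0.203) were not called. Ms4a6b (-4.11 ± 0.67), Ifit2 (-3.81 ± 0.50), Idi1 (-3.78 ± 0.43), Ifit3 (-3.65 ± 0.45), Acsl3 (-3.27 ± 0.48), Ifit1 (-3.22 ± 0.39), Insig1 (-3.10 ± 0.52) and Cyp51 (-3.06 ± 0.52) fell. In all 64 genes were called, 47 higher and 17 lower (250 with the replicate block). The count was 323 without GATA6 OE replicate 1 and 126 without GATA6 OE replicate 2. Without EV replicate 1 or 2, edgeR called 0 genes, with 920 and 447 at an unadjusted p under 0.05 and Gata6 at adjusted p = 0.265 and 0.274. DESeq2 called 383 genes with all libraries, without Tpsg1 (0.201). Textbook LCM genes had 3 of 26 higher (16 and 1 lower adjusted over the list alone, median 2.78, adjusted p = 5.16e-24, adjusted p = 0.104 with an estimated correlation), and the LCM signature had 18 higher (48 and 5 lower adjusted over the list alone, median 0.19, adjusted p = 1.76e-05, adjusted p = 0.119 with an estimated correlation). LCM genes that the study names, not independent evidence, had 2 of 17 higher (8 adjusted over the list alone, median 1.01, adjusted p = 3.30e-14, adjusted p = 0.150 with an estimated correlation). Sterol synthesis fell most (8 of 21, 20 adjusted over the list alone, median -2.44, adjusted p = 6.88e-53, adjusted p = 0.119 with an estimated correlation), and interferon-stimulated genes fell (4 of 27, 17 adjusted over the list alone, median -1.53, adjusted p = 1.48e-28, adjusted p = 0.147 with an estimated correlation). Mast cell, eosinophil and basophil genes (6 genes, 2 higher, 4 adjusted over the list alone) had a median of 7.97, or 4.44 with genes at 0 at their bound (adjusted p = 8.74e-12, adjusted p = 0.104 with an estimated correlation). Mesothelial and fibroblast genes (6 genes, none called, 6 adjusted over the list alone) had a median of 5.75, or 4.89 at the bounds (adjusted p = 5.88e-06, adjusted p = 0.308 with an estimated correlation), at levels that differed between the libraries, as in Sparc (16.8 ± 23.1 CPM).

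A direct comparison of the transduced cells asked which genes separated KLF2 from GATA6. Cd5l was higher with KLF2 OE (4333 ± 430 against 368 ± 15.0 CPM, 3.56 ± 0.35, adjusted p = 0.0155), as were Fn1 (4.74 ± 0.79), Clec10a (3.94 ± 0.50), Saa3 (7.56 ± 1.24), Nnmt (7.49 ± 1.22), Ttc9 (6.65 ± 0.90), Fam20a (6.18 ± 0.86), Ltc4s (4.95 ± 0.50) and Icam2 (2.21 ± 0.41, adjusted p = 0.0998). Gata6 (-8.96 ± 0.60), Pla2g7 (-6.69 ± 0.52, adjusted p = 0.00953), Cd34 (-9.59 ± 1.01), Col4a2 (-8.31 ± 1.15) and Hdc (-7.19 ± 0.95) were lower, and Cpa3 was at least 2296-fold and Rab44 at least 495-fold lower. Klf2 (2.68 ± 1.01, adjusted p = 0.503), Timd4 (7.00 ± 1.37, adjusted p = 0.117) and Cebpb (1.5 ± 0.44, adjusted p = 0.308) were not called. Of 102 calls, 49 were higher and 53 lower with KLF2 OE (424 calls with the replicate block). The count was 48 without KLF2 OE replicate 2, 257 without GATA6 OE replicate 1 and 237 without GATA6 OE replicate 2. Icam2 lost its call without KLF2 OE replicate 2 (0.502), without GATA6 OE replicate 1 (0.146) and with RLE factors (0.107), and Saa3 without KLF2 OE replicate 2 (0.101). DESeq2 did not call Nnmt (0.306). Mast cell, eosinophil and basophil genes were lower with KLF2 OE (2 of 6, 3 adjusted over the list alone, median -4.76, or -3.62 at the bounds, adjusted p = 7.10e-11, adjusted p = 0.213 with an estimated correlation), and sterol synthesis genes were higher (median 0.86, none called, adjusted p = 1.99e-09, adjusted p = 0.647 with an estimated correlation).

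Fold changes of the 3 KLF2 and GATA6 comparisons were then related across genes, which are not independent replicates. Between KLF2 OE and the KO label on day 7, Pearson's r over 12109 genes was -0.02 (Spearman's rho 0.12). It was positive without KO day 7 replicate 2 (0.065) or KLF2 OE replicate 1 (0.072), and -0.091 without KLF2 OE replicate 2. Called genes overlapped beyond chance in 1 direction. Of the 113 genes called higher with KLF2 OE and tested in both, 26 were among the 141 called lower under the KO label (1.32 by chance, Fisher's exact test p = 5.41e-27, adjusted over 8 overlaps 2.16e-26). These 26 included Icam2, Cebpb, Arg1, Cd5l, Itgb7, Saa3, Slpi, Mcemp1, Padi4, Abi3, Tgfb2 and Tgm2. In the opposite direction, 2 genes (Ifit3 and Ms4a6b) fell with KLF2 OE and were higher under the KO label (0.778 by chance, Fisher's exact p = 0.182). Between KLF2 OE and GATA6 OE, r was 0.52 (rho 0.54) over 12561 genes and lay between 0.328 (without GATA6 OE replicate 2) and 0.668 (without EV replicate 1). Here 17 genes rose in both (0.445 by chance, Fisher's exact p = 2.64e-23) and 12 fell in both (0.0474 by chance, Fisher's exact p = 1.60e-28), the latter being Acsl3, Cmpk2, Hmgcs1, Idi1, Ifit1, Ifit2, Ifit3, Ifit3b, Ms4a6b, Msmo1, Rsad2 and Sc5d. Both comparisons share the EV libraries. In 20 simulations without any change this sharing alone gave r of 0.477 to 0.535, a range that holds the observed r, and at most 1 shared call in each direction. The covariance was 0.685, against 0.271 to 0.316 in the simulations. Part of the shared calls and of this excess may still come from the shared EV libraries, and variation shared by equal replicate numbers was not simulated.

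AMs were compared to ask which genes of the alveolar program differed under the KLF4 KO label. Car4 fell from 952 ± 97.0 to 18.8 ± 4.82 CPM (-5.66 ± 0.31, adjusted p = 0.00138) and Epcam from 144 ± 4.28 to 0.435 ± 0.533 CPM (-8.30 ± 0.73, adjusted p = 0.00890), with n = 2 each. Fcgr2b fell from 235 ± 18.8 to 10.6 ± 4.93 CPM (-4.48 ± 0.40, adjusted p = 0.00890), Perp from 398 ± 27.5 to 71.6 ± 12.7 CPM (-2.48 ± 0.26, adjusted p = 0.0217) and the cathepsin gene Ctsk from 617 ± 66.0 to 132 ± 25.3 CPM (-2.22 ± 0.25, adjusted p = 0.0291). Timp2 (-4.91 ± 0.42), Phlda3 (-5.62 ± 0.73), Pnpla5 (-4.92 ± 0.68), Cpne5 (-4.39 ± 0.58) and Bfsp1 (-3.70 ± 0.46) fell as well. The prostaglandin synthase gene Ptgs1 rose from 13.9 ± 4.32 to 310 ± 55.7 CPM (4.48 ± 0.34, adjusted p = 0.00890), Penk from 12.7 ± 0.675 to 215 ± 67.2 CPM (4.09 ± 0.33) and Mmp8 from 64.0 ± 10.9 to 359 ± 50.1 CPM (2.49 ± 0.27), and Ece1, Nck2, Lpcat1, Plpp3 and Fgl2 rose by 4.09, 3.14, 3.05, 2.90 and 2.76. Klf2 was higher under the KLF4 KO label (215 ± 65.8 against 61.7 ± 5.98 CPM, 1.80 ± 0.30, adjusted p = 0.0802), a call that was lost without the length offset (0.138) and with all 19 libraries in 1 fit (0.410). Mrc1 (0.78 ± 0.31, adjusted p = 0.516) and Cd74 (-1.11 ± 0.26, adjusted p = 0.236) were not called. The study lists both, Mrc1 as Cd206, among AM genes enriched in WT. The estimate of Cd74 had that direction, and that of Mrc1 the opposite one. In all 58 genes were called, 25 higher and 33 lower. This balance was not stable, as DESeq2 called 223 higher and 139 lower and the fit without a filter beyond 1 count 331 and 160. The count was 100 (57 higher) without WT replicate 1, 1907 (1107 higher and 800 lower) without KO replicate 1 and 108 (52 higher) without KO replicate 2, and Plpp3 lost its call without WT replicate 1 (0.138).

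**Figure D4:**
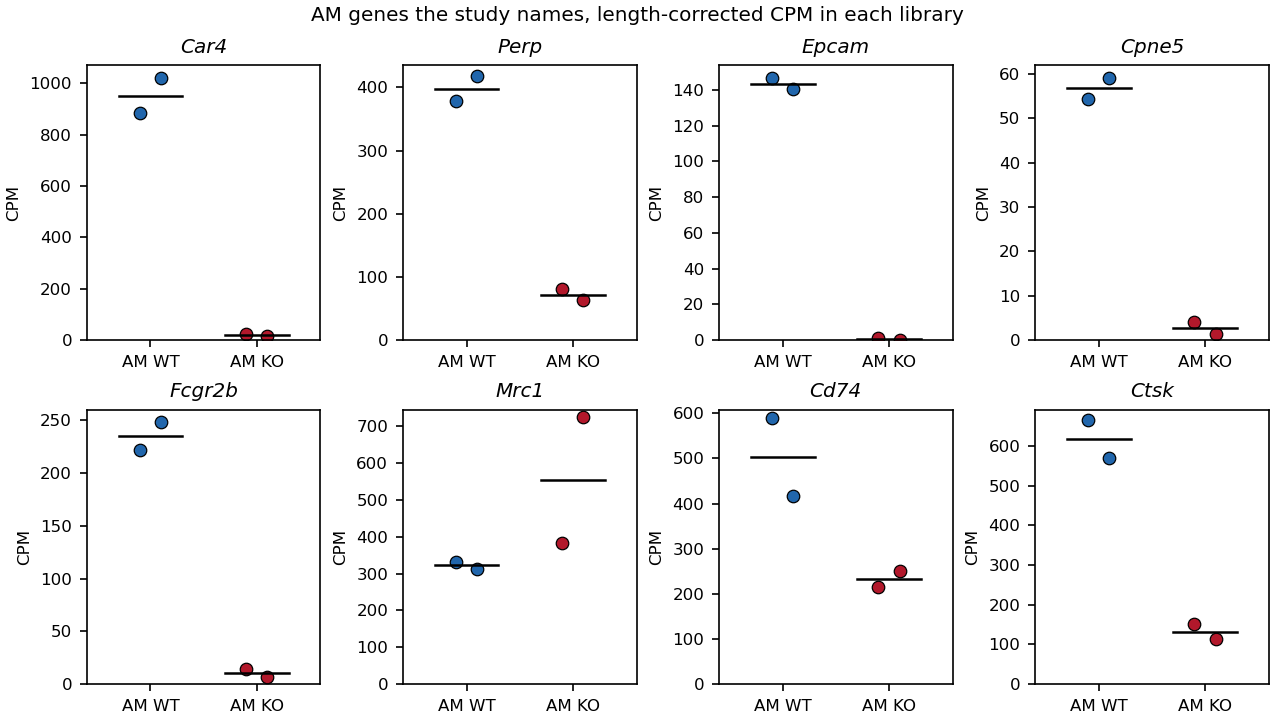
Length-corrected CPM (linear axis) of alveolar macrophage genes in the 2 libraries labelled KLF4 WT and the 2 labelled KLF4 KO; points are libraries and bars are means. Car4 falls from 952 to 18.8 CPM, and Mrc1 was not called.

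AM genes that the study names, which are not independent evidence, had 6 of 8 lower (7 adjusted over the list alone, median -3.43, adjusted p = 2.63e-50, adjusted p = 0.269 with an estimated correlation) and passed fry (0.0361). Of 42 textbook AM genes, 7 were lower and none higher (7 adjusted over the list alone). Their median was -0.00 and their mean -0.59 (adjusted p = 2.41e-06, adjusted p = 0.577 with an estimated correlation), so the fall was limited to a few members such as Car4 and Epcam. Inflammatory cytokine genes (25 genes, none called, 10 higher adjusted over the list alone, median 1.26) stood at adjusted p = 1.70e-06 (adjusted p = 0.564 with an estimated correlation), with Ccl4 at 2.50 ± 0.60 and Cxcl16 at 1.65 ± 0.36. MHC class II genes (10 genes, none called, 4 lower adjusted over the list alone) had a median of -0.77 (adjusted p = 0.00217, adjusted p = 0.577 with an estimated correlation). The neutrophil list (4 genes, 1 higher, 2 adjusted over the list alone, median 1.30, adjusted p = 4.33e-04, adjusted p = 0.577 with an estimated correlation, and 0.0812 without KO replicate 1) moved through Mmp8 and Cxcr2 (2.55 ± 0.55), while S100a8 (-0.16) and Lcn2 (0.12) did not move. The lung epithelial list (8 genes, Epcam alone called lower, median -0.39, adjusted p = 0.00217, adjusted p = 0.577 with an estimated correlation) passed camera. The SCM genes that the study names (5 genes, none called, 2 lower adjusted over the list alone, median -1.17, adjusted p = 0.00398, adjusted p = 0.577 with an estimated correlation) passed except without KO replicate 1 (0.101). Its LCM genes (12 genes, median 0.05, adjusted p = 0.735) and signatures (adjusted p = 0.658 and 0.397) did not. Sterol synthesis genes (21 genes, none called, 2 higher adjusted over the list alone, median 0.50, adjusted p = 0.00678, adjusted p = 0.577 with an estimated correlation) passed except without WT replicate 1 (0.0587) or KO replicate 2 (0.177).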

Values the study reported

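The study reported 38 genes that differed between the genotypes before transfer. After 7 days in the cavity, it reported more than 594 differentially expressed genes at a fold change above 2 and a false discovery rate under 0.1. Its custom gene sets held 643 genes enriched in LCMs and 381 enriched in SCMs. Gene set enrichment over 13,801 ranked genes of the transferred cells gave a normalized enrichment score of 6.8 for the LCM set in the wild-type cells. The study also reported enrichment of the SCM set in the knockout cells, and of the LCM set with KLF2 overexpression over the empty vector. Separately, a linear regression of fold changes over genes shared with LCMs against SCMs gave an adjusted R-squared of 0.6589 for the transferred cells. For KLF2 overexpression this value was 0.09108. By flow cytometry, the study reported gains of ICAM2, LYVE-1, TIM-4 and GATA6 protein with KLF2 overexpression.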

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

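The tests of explanations in this part were chosen after the results were seen, whereas the interaction itself was not. It singled out genes and lists whose difference between the labels on day 7 departed from that on day 0. Among genes, Mgl2 (6.46), Tpbgl (4.93), Prune2 (4.07), Fcrls (3.87), Cbr2 (3.45), Gsn (2.76), Galnt6 (2.72), Lyz1 (2.67), Gas6 (2.48), Lgals1 (2.31) and Rab3il1 (2.26) changed more upwards under the KO label (log2), and Abi3 (-3.76) changed more downwards. For 8 of these 12 genes the WT mean was lower on day 7 than in culture, and the KO mean was less so or was higher. Gas6, for example, measured 1663 ± 55.1 and 1342 ± 9.60 CPM on day 0 in WT and KO and 165 ± 30.8 and 742 ± 95.3 CPM on day 7, and Rab3il1 268 ± 4.13 and 249 ± 4.24 against 54.6 ± 6.89 and 244 ± 25.4 CPM. Each of the 12 calls was lost in edgeR without any of WT day 0 replicates 1 and 2, KO day 0 replicates 1 and 2 and WT day 7 replicates 1 and 3, where 0 genes were called. There 665, 514, 492, 508, 968 and 875 genes had an unadjusted p under 0.05, and DESeq2 called 283 with all libraries.

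Among lists, median interactions were 2.97 for MHC class II, 2.40 for textbook SCM genes, 3.80 for the SCM genes that the study names, 0.68 for its SCM signature, 1.26 for transitional cavity macrophages, 0.83 for M2 polarization and 0.95 for the AM genes that the study names. Those of textbook LCM genes (-3.04), the LCM genes that the study names (-1.29), its LCM signature (-0.60) and adhesion molecules (-1.01) were negative. With an estimated correlation, the textbook SCM list (adjusted p = 0.0455) and the SCM signature (6.80e-04) passed and the others did not. LCM genes that the study names lost their call without KO day 7 replicate 2 (0.266). Interferon-stimulated genes (0.84) lost theirs without KO day 7 replicate 1 (0.0559), mitochondrially encoded genes (-2.05) without WT day 7 replicate 2 (0.0745), and sterol synthesis (0.58) without WT day 7 replicate 2 (0.0548) or KO day 7 replicate 1 (0.105). The lysosome list (0.34) lost its call without WT day 7 replicate 1 (0.0719) or KO day 7 replicate 1 (0.445).

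Klf2 on day 7 and Klf4 in AMs were not lower in libraries labelled KO. Wrong or swapped labels were argued against by Lyz2, which the Cre insertion disrupts and which was lower in each KO library (log2 -1.49 on day 7 and -1.13 in AMs). Host LCMs of wild type making up most of the sorted cells on day 7 were argued against by the textbook LCM genes, whose median was -3.03 and would then have lain near 0. Host cells low in LCM genes, such as SCMs, would also lower this median, so the test cannot decide on them. Transcript from the recombined allele, counted as Klf2, could explain the pattern and stays open, since the files list 1 transcript of Klf2 and no counts per exon. Donor cells that escaped recombination and made up most of the KO cells on day 7 would match WT. The median of -3.03 for textbook LCM genes argues against that on day 7. A smaller share of such cells, such cells among AMs and other biological explanations were not tested.

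On day 7 MHC class II genes were higher and LCM genes lower under the KO label, although both lists lost their call with an estimated correlation (adjusted p = 0.0682 each). KO replicate 1, with few detected genes, did not carry this alone, as without it the medians were 2.27 for MHC class II and -2.52 for textbook LCM genes. B cells, which a gate on CD45 alone would keep, were argued against by their list. Its upper quartile (1.86, 9 genes) lay under the lower quartile of the MHC class II list (2.40), although Ighm measured 476 and 120 CPM in the KO libraries. Dendritic cells could not be excluded, since only 5 of their marker genes were measured (upper quartile 2.00), with Zbtb46 at 1.27 ± 1.53 CPM in KO and 3.39 ± 1.17 CPM in WT. A change of macrophage identity under the KO label remains open beside this, and was not tested on these libraries. The study did examine it by flow cytometry gated on the transferred cells. It reported higher MHC class II and lower ICAM2 on BMMs of the knockout genotype, which speaks for a change in the transferred cells themselves. That gate differs from the CD45 gate which the study's methods give for the libraries. Its results, however, describe the cells sorted for sequencing as the transferred BMMs. Whether host cells were kept in the libraries is thus not settled, and other cells in them are not excluded.

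Mast cell and basophil genes were higher in GATA6 OE than in EV, although 2 of 6 members of their list were called and the list lost its call with an estimated correlation (adjusted p = 0.104). Mature mast cells or basophils in the cultures were argued against, as Fcer1a, Ms4a2, Mcpt8, Mcpt4 and Cma1 together held 0.16% of the counts of Cpa3. Immature cells may not yet carry these transcripts, so the test cannot decide on them and they stay open. The rise was in both GATA6 OE libraries, with a median log2 ratio of 7.04 between the lower GATA6 OE library and the higher EV library (Cpa3 8.59, Hdc 7.04 and Tpsb2, not called, 3.29). An effect of GATA6 on these genes in the transduced cells may underlie it, which is a hypothesis found and tested on the same libraries.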

How the results depend on the processing

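Leaving out the day 7 pair of libraries that stood apart (KO replicate 1 and WT replicate 2) was chosen after the results were seen, and so was keeping only genes listed alike on both days. RLE factors and the filter of at least 50 counts kept each gene count within 1.5 times its value, as did leaving out the length offset. The cause of the other changes was not tested, except where fewer libraries or genes were used. Klf2 under the KLF2 KO label (day 0 and day 7) and Klf4 in AMs were not called under any setting run on them, each library left out included.

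DESeq2 called 3 genes on day 0, 1125 for KO against WT on day 7, 283 in the interaction, 548 in KLF2 OE, 383 in GATA6 OE, 493 between KLF2 OE and GATA6 OE and 362 in AMs. Without a filter beyond 1 count, these numbers were 1, 811, 134, 656, 579, 651 and 491. A fit of the compared groups alone gave 7 genes on day 0, 15 on day 7, 454 in KLF2 OE, 122 in GATA6 OE and 14 between them, against 0, 427, 154, 64 and 102. All 19 libraries in 1 fit gave 21 genes in the interaction, 278 in KLF2 OE, 150 in GATA6 OE, 222 between them and 167 in AMs. An adjusted p of 0.05 without a minimum fold gave 173 on day 7, 0 in the interaction (edgeR, 1044 at an unadjusted p under 0.05), 78, 36 and 56 among the transduced cells and 35 in AMs. Without the pair of libraries that stood apart, 903 genes were called on day 7, 3357 over time in WT and 602 in the interaction.

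With each library left out in turn, where a lone library is assumed to vary like the other groups, counts on day 7 lay between 129 and 3981. They lay between 1033 and 2222 over time in WT, 863 and 5435 over time in KO, 0 and 3098 in the interaction, 0 and 117 in KLF2 OE, 0 and 323 in GATA6 OE, 48 and 257 between KLF2 OE and GATA6 OE and 85 and 1907 in AMs. The extremes on day 7 came without WT replicate 1 and KO replicate 2, over time in WT without WT day 0 replicate 2 and WT day 7 replicate 2, and over time in KO without KO day 0 replicate 1 and KO day 7 replicate 2. In the interaction, 3098 came without KO day 7 replicate 2, and the counts of 0 by edgeR (492 to 968 genes at an unadjusted p under 0.05, DESeq2 283) came without any day 0 library or WT day 7 replicate 1 or 3. Those in KLF2 OE (1237 and 630 at an unadjusted p under 0.05, DESeq2 548) and GATA6 OE (920 and 447, DESeq2 383) came without EV replicate 1 or 2. Their highest counts came without KLF2 OE replicate 1 and GATA6 OE replicate 1. Between these groups, 48 came without KLF2 OE replicate 2 and 257 without GATA6 OE replicate 1, and in AMs 85 came without WT replicate 2 and 1907 without KO replicate 1.

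The replicate block treats equal replicate numbers as pairs, which the labels do not state. With the replicate block the counts changed to 24 on day 7, 1423 and 1512 over time in WT and KO, 0 in the interaction, 505 in KLF2 OE, 250 in GATA6 OE, 424 between them and 258 in AMs, and stayed at 0 on day 0 (edgeR). Deviations of libraries with equal replicate numbers were correlated between groups at -0.148 to 0.060 in the transfer experiment, 0.241 between EV and KLF2 OE, 0.306 between EV and GATA6 OE, 0.710 between KLF2 OE and GATA6 OE and 0.133 in AMs. In the transduction experiment, equal numbers thus shared variation.

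The LCM signature on day 7 lost its call with an estimated correlation (adjusted p = 0.113), while fry and the other settings at the preset correlation gave at most 0.01. With an estimated correlation in other settings too, it stood between 0.0697 and 0.377 where each group held at least 2 libraries. In KLF2 OE it lost its call with an estimated correlation (0.399) and with fry (0.119). At the preset correlation it stood at 0.0167 to 0.037 with RLE factors, the filter of at least 50 counts or the replicate block. An estimated correlation in these settings gave 0.38 to 0.437. The SCM signature on day 7 kept its call and direction in each setting run on it (adjusted p of at most 6.99e-04). Where each group held at least 2 libraries, an estimated correlation in other settings gave at most 0.0143 (replicate block). Klf2 in KLF2 OE, not called at an adjusted p of 0.166, was called with DESeq2 (4.82), without a filter beyond 1 count (4.82), with the compared groups alone (4.8), with all 19 libraries (4.82), with the replicate block (5.23) and without KLF2 OE replicate 1 (5.23). With a library left out, its log2 fold change lay between 4.04 (without EV replicate 1) and 6.45 (without EV replicate 2), and its adjusted p over all settings between 3.40e-18 and 0.581. Gata6 in GATA6 OE, whose fitted log2 values of 16.78 (DESeq2) to 17.81 (without GATA6 OE replicate 1), or from 17.07 (without GATA6 OE replicate 2) with a library left out, are not measured folds since EV had no counts, lost its call without EV replicate 1 (0.265) or 2 (0.274), against 3.10e-69 to 0.0218 elsewhere.

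Pearson's r between KLF2 OE and the KO label on day 7 was positive without KO day 7 replicate 2 (0.065) or KLF2 OE replicate 1 (0.072), and lowest without KLF2 OE replicate 2 (-0.091). Between KLF2 OE and GATA6 OE, r was 0.328 without GATA6 OE replicate 2, 0.382 without KLF2 OE replicate 2 and 0.668 without EV replicate 1.

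Of 367 calls of named genes, 152 were lost in some setting and 0 changed sign. Of 289 named genes not called, 146 were called in some setting. DESeq2 lost 6 calls and added 106, and the replicate block lost 57 and added 53. In simulated data at this depth and number of libraries, 46.0% to 86.0% of genes changed by 3 on the log2 scale were found but only 0.0% to 45.5% of those changed by 1.5, so smaller changes were mostly missed.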

Other observations

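Tests in this part were of lists and comparisons set before the results were seen, while the genes and libraries singled out were chosen after. Glycolysis and hypoxia genes fell after transfer in WT (10 of 21, 10 adjusted over the list alone, median -0.97, adjusted p = 1.81e-07, adjusted p = 0.0656 with an estimated correlation) and in KO (11, 12 adjusted over the list alone, median -1.33, adjusted p = 3.01e-09, and 0.0312 with an estimated correlation). Vegfa fell by 5.97 on the log2 scale in WT. Retinoic acid pathway genes rose in WT (5 of 10, 5 adjusted over the list alone, median 1.72, adjusted p = 1.64e-06, adjusted p = 0.0656 with an estimated correlation), with Rarg at 3.06 ± 0.22. KLF family genes rose there as well (7 of 12, 8 adjusted over the list alone, median 1.54, adjusted p = 8.42e-07, adjusted p = 0.0656 with an estimated correlation). Irf4 rose by 6.16 ± 0.34 in WT and 6.15 ± 0.34 in KO.

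Between KLF2 OE and GATA6 OE, erythroid and megakaryocyte genes were lower with KLF2 OE (4 genes, none called, 4 lower adjusted over the list alone, median -3.94, or -3.21 with genes at 0 at their bound, adjusted p = 2.59e-07, adjusted p = 0.236 with an estimated correlation). The LCM genes that the study names, not independent evidence, were higher (1 gene higher and 1 lower, 7 and 3 adjusted over the list alone, median 1.17, adjusted p = 0.0471, adjusted p = 0.647 with an estimated correlation), but not without KLF2 OE replicate 2 (0.411), GATA6 OE replicate 1 (0.520) or GATA6 OE replicate 2 (0.0547).

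Some libraries had unusual levels. KO day 7 replicate 1 measured Ptprc at 65.4 CPM, against 474 CPM in the other KO library and 306 to 340 CPM in WT. WT day 7 replicate 2 measured Cd79a at 9.16 CPM, against 0.513 and 1.66 CPM in the other WT libraries. GATA6 OE replicate 2 measured Sparc at 33.2 and Col1a1 at 17.7 CPM, against 0.487 and 0.0363 CPM in replicate 1. Lyz1, a paralog of Lyz2, was higher under the KO label on day 7 (1175 ± 308 against 208 ± 14.2 CPM), and measured 37.2 and 17.7 CPM in AMs labelled KLF4 KO against 6.96 and 5.29 CPM in WT AMs (2.16 ± 0.50, adjusted p = 0.238).

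At a minimum fold of 2 and an adjusted p of at most 0.1, edgeR called 0 genes on day 0 (75 at an unadjusted p under 0.05) and DESeq2 called 3, while edgeR on the day 0 groups alone called 7. Those counts before transfer were lower than the published count. On day 7 DESeq2 called 1125 genes. The published count for the cavity is a lower limit, so no direction is drawn. In edgeR the day 7 count was 427, but 15 with the compared groups alone and 3981 without KO replicate 2. Both day 0 groups and the KO group on day 7 held 2 libraries here. The study describes more replicates in them, so the groups are not alike.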
